A study of Mus musculus with 1 sample. Its data were reported in "Targeted CRISPR-Cas9 screening identifies core transcription factors controlling murine haemato-endothelial fate commitment" (2025).

How the data were processed

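FLK1+ cells of day 5 mouse embryoid bodies were fixed and profiled with a probe-based assay (10x Flex), in which pairs of probes hybridise to each transcript and unique molecular identifiers (UMIs) are counted per gene and cell. The labels describe 1 pooled sample, from which the authors deposited a demultiplexed matrix per library. The 4 libraries analysed were 2 controls, 1 Etv2 KO and 1 Smad1 KO, and libraries of other genotypes were not analysed here. The values deposited by the authors were raw counts of UMIs per gene and cell over 19040 genes, not normalised. The matrix header names Cell Ranger 8.0.0, the methods of the study name an earlier version, and the submitters' processing notes name Cell Ranger, Seurat 4, GRCm39 and GRCm38. Probes count only the stretch they bind, so a transcript of a deleted allele can still be counted. Coordinates of the targeted exons were taken from GENCODE vM39 on GRCm39.

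Cells were filtered per library at 3 median absolute deviations on log UMIs, log genes and percent mitochondrial counts, which kept 87.2%, 90.8%, 86.0% and 87.7% of the barcodes of Ctrl 1, Ctrl 2, Etv2 KO and Smad1 KO. Doublets were scored with Scrublet in scanpy 1.11.5. It called 0, 1002, 1 and 0 barcodes, so it did not work in all libraries, and no called cell was removed in the values reported first. Total counts per library ranged from 161662852 to 306931097.

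Counts of the kept cells were summed per library and divided by the library total and scaled to give CPM. Log2 ratios were taken against the mean of the controls. With 1 library per knockout, differences between genotypes were described by size without a test, and no p-value is given. A test whose spread came from the controls alone was run only as an alternative. A gene was named higher or lower by a rule of size: 10 CPM or more in the knockout or in the control mean, at least 2-fold against each control, and more than 2 times the log2 ratio between the controls. Intervals are exact Poisson intervals for counts and exact binomial (Clopper-Pearson) intervals for shares, at 95%, and cover counting error only. A gene at 0 counts was given a bound at a floor of 3 counts per library. The 37 gene lists comprised 12 of cell states, 13 of programmes, 9 of quality and 3 of genes the study names for its own clusters, and their medians were compared with 10000 random lists of the same size matched on mean expression. Lists with fewer than 3 measured members (2 lists) were given no median, and 1 list of programmes is not reported here. The genes named were *Etv2*, *Smad1*, *Kdr* and *Pdgfra*, the 10 highest and 10 lowest ratios per knockout past the rule (symbols starting with Gm or ending with Rik left out), up to 4 members of each list with the largest ratios, and the members of the lists taken from the study. The lists, the rule, the cell type markers and most of the other settings tried were fixed before the data were examined.

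For clusters, counts were scaled to 10000 per cell and log transformed, 2000 variable genes and 30 principal components were used, and a graph of 20 neighbours was divided by the Leiden method at resolution 0.6 (leidenalg 0.10.2, igraph 0.11.9). For each cluster the marker lists were ranked by their markers among its 10 leading genes and then by their markers 2-fold above the other cells. The cluster was named after the first list when at least 3 of its markers, and at least the share 0.5 of those detected, were 2-fold above the other cells. Clusters under 100 cells, or with a median doublet score more than 2 times that of all cells, stayed unnamed, and these thresholds were set after the data were seen. No cluster took the name primitive streak and early mesoderm-like. Cluster 7 reached these numbers for that list too but had more paraxial mesoderm markers among its leading genes, and a separate comparison within early mesoderm cells was not made. Other named clusters reached them for further lists. These were clusters 3 and 5 for haemato-endothelial transcription factors (12 and 10 of 14), cluster 3 for erythroid genes (7 of 14), and cluster 9 for endoderm (4 of 6, with 1 among the leading genes, as for pluripotency) and primordial germ cells (3 of 3). Under other cluster settings a cluster took the name that most of its cells held in the first clustering. Names were rebuilt here and may differ from those of the study. Shares of cells with a UMI were taken after thinning each cell to 5000 UMIs.

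The steps were tested on simulated data. With 50 changed genes per fold among 8976 genes in a simulated Etv2 KO, the rule recovered 100% of genes changed 2.5-fold, 4-fold and 16-fold and 0% of those changed 1.5-fold, with 0 false calls. A 2-fold cut leaves out 1.5-fold changes by construction. With 1 library per knockout, the simulation could not include variation between knockout clones or cultures. It does not measure false calls from that source. The clustering recovered 3 simulated types among 1000 cells. Alternatives were edgeR 4.0.16 (TMM factors and the quasi-likelihood test, whose spread came from the controls with 1 residual degree of freedom), DESeq2 1.42.0 size factors, other CPM floors and folds, each control left out, other cluster settings and other treatments of doublets. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3 were used.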

Results

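FLK1+ cells sorted from mouse embryoid bodies at day 5 of haematopoietic differentiation were profiled by probe-based single-cell RNA sequencing of fixed cells. FLK1, the receptor encoded by *Kdr*, marks mesoderm that can form blood and endothelium. The embryonic stem cells carried no knockout (Ctrl, 2 libraries), a deletion in *Etv2* (Etv2 KO, 1 library) or a deletion in *Smad1* (Smad1 KO, 1 library). ETV2 is an ETS transcription factor required for endothelial and blood specification, and SMAD1 carries the BMP signal to the nucleus. All cultures received BMP4 at 5 ng/ml, with bFGF, activin A and VEGF added from day 2.5. The files held 8470 and 13821 barcodes for the controls, 9235 for Etv2 KO and 9958 for Smad1 KO, with total counts of 161662852, 306931097, 225927952 and 215734207 unique molecular identifiers (UMIs). After filtering, 7383 and 12551 control cells, 7946 Etv2 KO cells and 8732 Smad1 KO cells remained, with medians of 18852, 19564, 23030.5 and 20344 UMIs and of 5790, 5871, 6232.5 and 5958.5 genes per cell. Each knockout had 1 library, so differences between genotypes have no replicate check and no p-value. Intervals are 95% intervals that cover counting error only, and values given in a row follow the order Ctrl 1, Ctrl 2, Etv2 KO and Smad1 KO.

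The targeted genes were examined before any other. *Etv2* (ENSMUSG00000006311, 30333027 to 30335943) lies on the minus strand of chromosome 7 in GRCm39, and exons 3 (30334733 to 30334792, 60 bp) and 4 (30334038 to 30334514, 477 bp) of the 6 exons of its annotated transcript are coding. *Etv2* transcripts stood at 206, 185, 45.1 and 530 CPM (UMI counts scaled by the library total). They were lower in Etv2 KO than in both controls (log2 ratio −2.11) and higher in the library labelled Smad1 KO (log2 ratio 1.44), against a log2 ratio of 0.15 between the controls. *Smad1* (ENSMUSG00000031681) lies at 80065023 to 80126168, and its exon 2 spans 80098413 to 80098993 on the minus strand of chromosome 8 (581 bp, of which 400 bp are coding). *Smad1* transcripts stood at 179, 165, 298 and 250.5 CPM, so the library labelled Smad1 KO held no fewer *Smad1* transcripts than the controls (log2 ratio 0.54). Probes outside the deleted part still count transcripts of a deleted allele, and the probe positions were not used here, so this value does not check the label. *Kdr*, the sorted marker, stood at 362, 345, 318 and 397 CPM, and *Pdgfra*, a marker of earlier mesoderm, at 63.5, 57.9, 115 and 119 CPM.

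The spread between the control libraries is the only one the design gives. Whether they came from separate cultures is not given in the sources used here, so it may be technical. Over 9016 genes at 10 CPM or more in either control, the median size of the log2 ratio between them was 0.0313 and its 95th percentile 0.123. The counts differed by more than sampling noise (chi-square over its degrees of freedom 16.9). *Myl9*, a smooth muscle light chain, differed most (5.04 and 11.1 CPM) and was the only gene past a 2-fold size rule between the controls.

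The comparison of Etv2 KO with the controls describes which genes differ in FLK1+ cells of the library as a whole. It does not separate a change within cells from a different mix of cells. In the Etv2 KO library 9 of 10 primitive erythroid and early haematopoietic genes and 11 of 13 endothelial genes were lower, while 8 of 12 primitive streak and early mesoderm genes and 7 of 9 paraxial mesoderm genes were higher. *Tal1*, a master regulator of blood specification, was 462-fold lower (198, 198 and 0.429 CPM in Ctrl 1, Ctrl 2 and Etv2 KO; log2 ratio −8.85, interval −9.18 to −8.54), and *Sox7*, an endothelial SOX factor, was 509.5-fold lower (61.2, 67.2 and 0.126 CPM). The embryonic globin gene *Hbb-bh1* was left with 3 counts, a 3780-fold lower level with an interval of 1270 to 18670. *Ctla2a* had 0 counts and was at least 1157-fold lower against a floor of 3 counts (910.6-fold at the bounds of the exact intervals). The largest ratios on the higher side included the WNT antagonist *Frzb* (15.95, 14.8 and 204 CPM, log2 ratio 3.73), *Pcdh8* (log2 ratio 3.61), *Mesp2* (log2 ratio 3.47) and the Notch ligand *Dll1* (log2 ratio 3.41).

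By fixed lists, the haemato-endothelial transcription factors had a median log2 ratio of −3.01 in Etv2 KO, with 11 of 14 measured members lower and 0 higher. Examples besides *Tal1* and *Sox7* were *Erg* (8.70, 11.5 and 0.0327 CPM, from 7 counts in Etv2 KO) and *Cbfa2t3* (47.0, 53.6 and 0.443 CPM). The log2 ratio of Erg in Etv2 KO was −8.27, and −9.89 without the 6% of cells with the highest doublet scores. In the endothelial list 11 of 13 were lower (median −2.28), among them *Cdh5*, which encodes VE-cadherin (14.7, 19.7 and 0.0887 CPM), *Tek* (13.0, 12.9 and 0.103 CPM) and *Rhoj* (21.8, 23.6 and 0.658 CPM). The primitive erythroid and early haematopoietic list had the lowest median (−6.70), with 9 of 10 members lower, including the erythroid factors *Gata1* (17.9, 20.3 and 0.0840 CPM) and *Gfi1b* (21.2, 25.9 and 0.0607 CPM) and the lymphoid and myeloid factor *Ikzf1* (log2 ratio −7.18). *Lmo2* (258, 261 and 10.5 CPM), *Fli1* (107, 113 and 4.55 CPM), *Runx1* (57.0, 51.0 and 8.57 CPM) and *Gata2* (119, 118 and 19.0 CPM) were lower by smaller factors. Primitive streak and early mesoderm genes had a median of 1.26 (8 of 12 higher, 0 lower), with *Mesp1* at 106, 92.3 and 543 CPM, *Eomes* at 232, 221 and 558 CPM and *Lhx1* at 54.1, 52.4 and 220.5 CPM. In the paraxial mesoderm list 7 of 9 were higher (median 2.27), including *Dll3* (24.8, 25.6 and 131 CPM) and *Foxc1* (2.04, 2.54 and 12.6 CPM). All 14 measured lateral plate and extra-embryonic mesoderm genes stayed short of the size rule (median 0.34), with *Hand1* at 840, 867 and 906 CPM and *Foxf1* at 263, 250.5 and 336 CPM. Each of these medians lay at percentile 0 or 100 among 10000 random lists of the same size matched on expression. Other lists with small medians did too, such as epithelial to mesenchymal transition (0.41) and cardiac mesoderm (0.48). The percentile therefore does not single out the lists named here.

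In total 185 of 9203 genes were higher and 212 lower in Etv2 KO by the size rule (at least 2-fold against each control and more than 2 times the log2 ratio between the controls), with median log2 ratios of 1.35 and −1.67. The lower side was steeper, with 84 genes lower and 35 higher by 4-fold or more against the control mean, and 23 lower against 0 higher by 16-fold or more. A 2-fold difference alone was met by 0 genes higher and 1 lower in Ctrl 1 than in Ctrl 2, and the full rule cannot be applied between the controls. Beside these groups, the hypoxia and glycolysis list had a median of −0.54 (3 of 14 lower), with the glucose transporter gene *Slc2a3* at 620, 664 and 291 CPM. The rule depends on the CPM floor, and a floor of 1 CPM gave 483 genes higher in Etv2 KO and 428 genes lower in Etv2 KO.

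**Figure D1:**
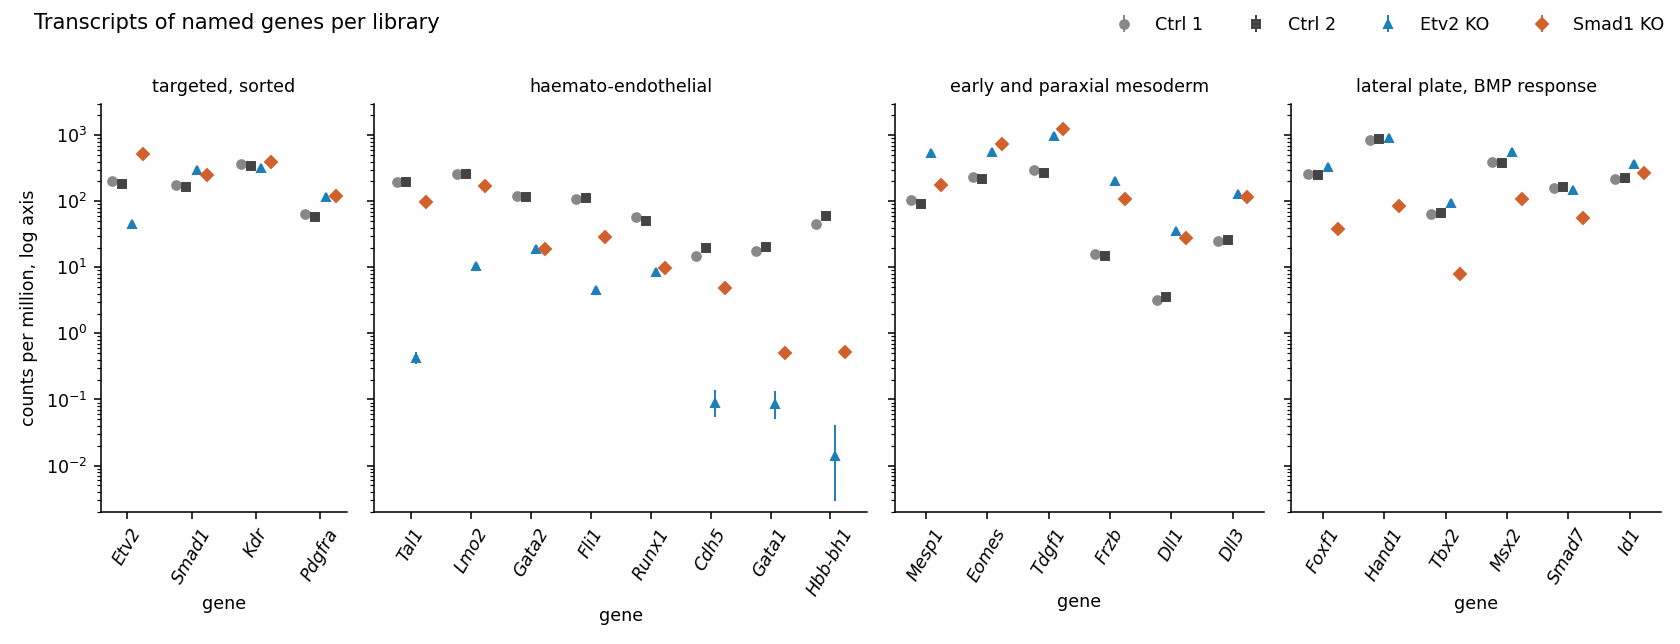
Transcript level in CPM on a log axis for named genes in each of the control and knockout libraries, with 95% Poisson intervals that cover counting error only and are mostly smaller than the symbols. *Tal1* stood at 198 CPM in both controls and at 0.429 CPM in Etv2 KO, while *Hand1* stood at 840, 867 and 906 CPM there and at 86.2 CPM in the library labelled Smad1 KO.

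The comparison of Smad1 KO with the controls describes which genes differ in the library as a whole. It does not separate a change within cells from a different mix of cells. In the library labelled Smad1 KO, 7 of 14 lateral plate and extra-embryonic mesoderm genes, 7 of 13 BMP response genes, 6 of 8 *Hox* genes and 9 of 10 primitive erythroid and early haematopoietic genes were lower, and 5 of 8 Nodal and activin response genes and 7 of 9 paraxial mesoderm genes were higher. *Hand1*, a lateral plate and extra-embryonic mesoderm factor, was at 840, 867 and 86.2 CPM in Ctrl 1, Ctrl 2 and Smad1 KO, *Foxf1* at 263, 250.5 and 38.1 CPM, and *Tbx2* at 64.8, 66.0 and 7.997 CPM (log2 ratio −3.03). *Hoxb6* (29.6, 32.8 and 0.532 CPM), *Cdx2*, a regulator of posterior *Hox* genes (15.5, 15.02 and 0.606 CPM), and *Fgfr2* (32.9, 33.4 and 1.83 CPM) had few counts left. *Zrsr1* had the lowest ratio (13.8, 13.7 and 0.118 CPM, log2 ratio −6.87, interval −7.56 to −6.24). The largest ratios on the higher side belonged to *Pilrb2* (0.0645, 0.0760 and 14.0 CPM), *Tll1*, a BMP1-like protease (145 CPM against a control mean of 4.96 CPM, log2 ratio 4.87), and the Nodal antagonist *Cer1* (0.748, 0.764 and 12.3 CPM).

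The fixed lists overlap and are not separate evidence. Of its listed members BMP response shared 3 with lateral plate and extra-embryonic mesoderm, 3 with the SMAD family, 1 with the haemato-endothelial transcription factors (*Gata2*) and 1 with Nodal and activin response. The latter shared 3 with primitive streak and early mesoderm, the haemato-endothelial factors shared 2 with the erythroid list (*Tal1* and *Runx1*), and the Notch list shared 4 with paraxial mesoderm. BMP response genes had a median log2 ratio of −1.19 in the library labelled Smad1 KO, with 7 of 13 members lower and 1 higher. The inhibitory SMAD gene *Smad7* (159, 163 and 55.8 CPM) and *Msx2* (391, 383 and 110 CPM) were lower, whereas *Id1*, a direct BMP target, stood at 217, 224 and 267 CPM and *Id4* was higher (6.81, 7.31 and 21.7 CPM). In the lateral plate and extra-embryonic mesoderm list 7 of 14 were lower and 0 higher (median −0.93). In the *Hox* list 6 of 8 were lower (median −3.06), among them *Hoxb8* (10.4, 12.3 and 0.197 CPM) and *Hoxb5* (15.02, 17.05 and 0.965 CPM). The 8 were those of 39 listed that reached 10 CPM, and at 1 CPM the median log2 ratio, Hox in Smad1 KO was −1.65. The primitive erythroid and early haematopoietic list had 9 of 10 members lower (median −3.59), with *Gata1* at 0.507 CPM and *Hbb-bh1* at 0.527 CPM. Of the haemato-endothelial transcription factors 8 of 14 were lower and 2 higher (median −1.38). *Gata2* (19.2 CPM) and *Runx1* (9.88 CPM) were lower and *Etv2* was higher, and *Tal1* (96.7 CPM) and *Lmo2* (170.5 CPM) kept larger shares of their control levels than *Gata1*. In the endothelial list 3 of 13 were lower and 0 higher (median −0.65), and *Rhoj* stood at 42.9 CPM. Nodal and activin response genes had a median of 1.93 (5 of 8 higher, 1 lower), with *Tdgf1*, a Nodal co-receptor gene, at 299, 268 and 1254 CPM, *Gsc* at 16.4, 15.3 and 76.3 CPM and *Lefty2* at 4.80, 5.28 and 27.1 CPM. Primitive streak and early mesoderm genes had a median of 1.10 (6 of 12 higher), with *Eomes* at 738 CPM, and *Mesp1* stood at 177 CPM. Paraxial mesoderm genes had a median of 2.22 (7 of 9 higher), with *Foxc2* at 1.79, 1.74 and 19.4 CPM. Neuroectoderm genes had a median of 1.29 (4 of 7 higher), and the 4 were *Otx2* (33.3, 32.8 and 185 CPM), *Nnat* (7.66, 7.73 and 68.5 CPM), *Zic2* (87.7, 93.4 and 331.5 CPM) and *Ncam1* (30.02, 29.6 and 72.9 CPM), while *Sox2* stood at 6.79, 7.002 and 10.1 CPM. Each of these medians lay at percentile 0 or 100 among the matched random lists. The cardiac mesoderm (0.63) and FGF (0.75) lists lay at 100 too, so the percentile does not single out the lists named here.

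In total 201 of 9193 genes were higher and 258 lower in the library labelled Smad1 KO (median log2 ratios 1.51 and −1.59), of which 52 and 81 passed 4-fold and 3 and 16 passed 16-fold against the control mean. Beside these groups, the immediate early and heat shock list had a median of 0.59 (1 of 11 higher, *Egr1* at 88.5, 102 and 213 CPM), and the hypoxia and glycolysis list a median of −0.40 (5 of 14 lower). A floor of 1 CPM gave 413 genes higher in Smad1 KO and 544 genes lower in Smad1 KO, for the library so labelled.

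**Figure D2:**
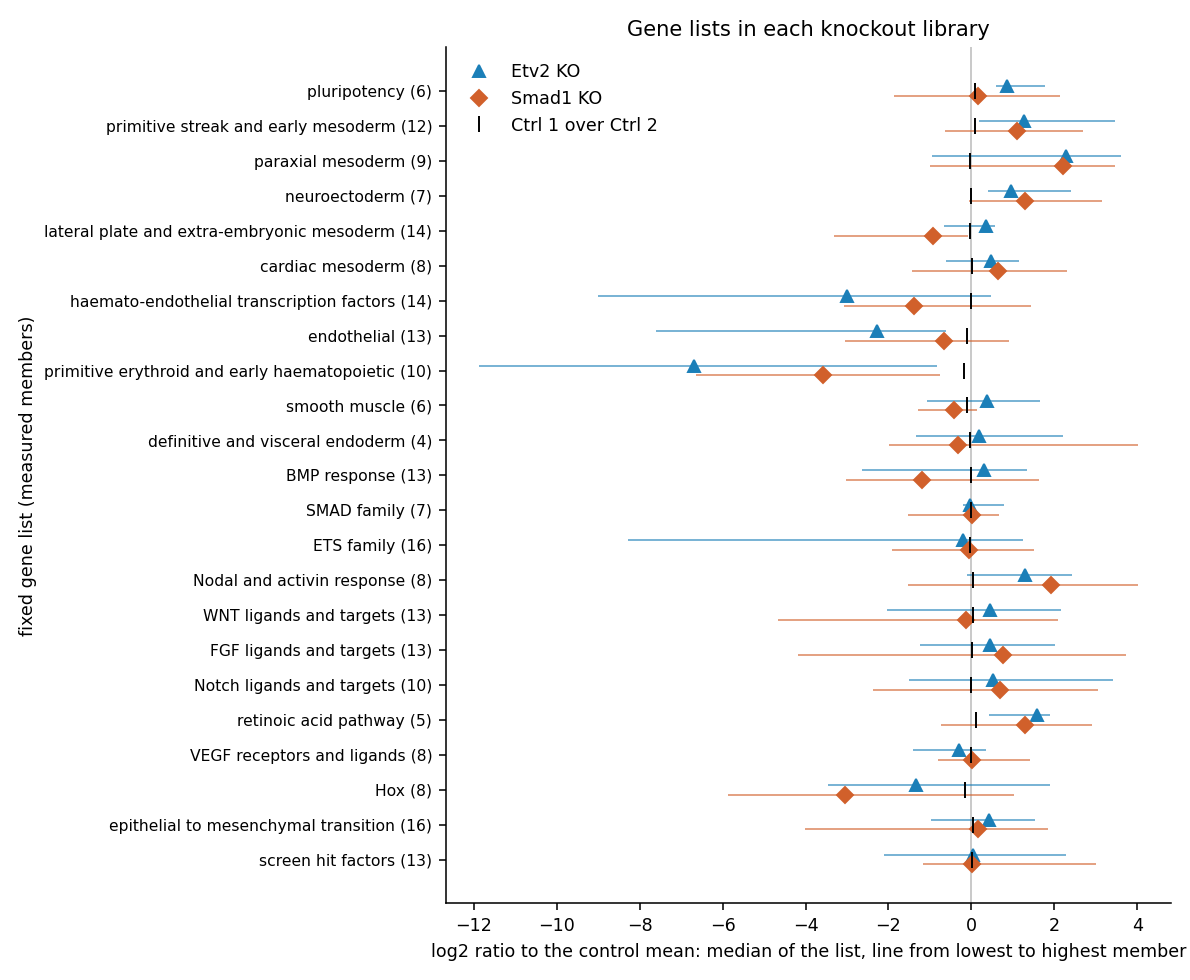
Median log2 ratio to the control mean of fixed gene lists of cell states and programmes in Etv2 KO (triangles) and Smad1 KO (diamonds), with lines from the lowest to the highest member and ticks for Ctrl 1 over Ctrl 2. The erythroid and haematopoietic list lay at −6.70 and −3.59, and the BMP response list at 0.31 and −1.19.

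Several further lists had members past the size rule in either library. The WNT list had a median of 0.45 in Etv2 KO (3 of 13 higher, 1 lower) and −0.12 in the library labelled Smad1 KO (1 higher, 3 lower), with *Wnt5b* at 33.2, 32.3, 79.3 and 16.6 CPM and *Nkd1* at 272, 269, 296 and 62.8 CPM. The FGF list had medians of 0.45 (6 of 13 higher, 1 lower) and 0.75 (4 higher, 3 lower), with *Fgf5* at 2.66, 2.90, 11.3 and 36.5 CPM and *Fgf3* at 404, 428, 176.5 and 77.5 CPM. Notch genes had medians of 0.52 (3 of 10 higher, 1 lower) and 0.69 (5 higher, 1 lower), with *Lfng* at 9.55, 8.83, 39.0 and 42.7 CPM. The retinoic acid list had medians of 1.59 (3 of 5 higher) and 1.30 (3 higher), with *Cyp26a1*, which degrades retinoic acid, at 74.8, 75.7, 227 and 564 CPM. With genes from 1 CPM on, the median log2 ratio, Notch ligands and targets in Smad1 KO was 0.16, the median log2 ratio, retinoic acid pathway in Etv2 KO 0.70 and the median log2 ratio, Hox in Etv2 KO −0.52. In Etv2 KO the Nodal and activin list had a median of 1.28 (4 of 8 higher), the neuroectoderm list 0.96 (3 of 7 higher), the *Hox* list −1.33 (4 of 8 lower, 1 higher), the BMP response list 0.31 (1 of 13 higher, 1 lower) and the pluripotency list 0.87 (2 of 6 higher, among them *Nanog* at 28.8, 27.2 and 59.6 CPM). The pluripotency list in the library labelled Smad1 KO had 1 member higher and 1 lower (median 0.15). The ETS family had medians of −0.20 (2 of 16 higher, 5 lower) and −0.05 (2 higher, 2 lower), with *Elk3* at 30.3, 30.7, 7.96 and 38.4 CPM and *Etv4* at 29.0, 23.4, 62.6 and 74.1 CPM. VEGF receptors and ligands had medians of −0.30 (2 of 8 lower) and 0.02 (1 higher), with *Flt4* at 20.8, 19.2, 7.58 and 32.9 CPM. Cardiac mesoderm genes had medians of 0.48 (2 of 8 higher) and 0.63 (2 higher, 2 lower), with *Myl7* at 16.9, 14.7, 35.3 and 77.9 CPM. The epithelial to mesenchymal transition list had medians of 0.41 (3 of 16 higher) and 0.15 (3 higher, 2 lower), with *Snai1* at 125, 120, 356 and 353.5 CPM and *Snai2* at 10.8, 11.9, 7.16 and 0.699 CPM.

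Whether the knockouts shared genes was examined over the 9090 genes at the floor in both comparisons. Of 136 higher genes in Etv2 KO and 156 in the library labelled Smad1 KO, 82 were shared, against 2.33 for independent lists. A gene under 10 CPM in the control mean entered only if it reached 10 CPM in both knockouts. This left out higher genes of 1 knockout alone, from totals of 185 and 201, and no lower genes. It raises the shared part of the higher genes, and the value for independent lists does not allow for it. Of 212 and 258 lower genes 113 were shared, against 6.02. Both comparisons used the same controls, so part of the excess may come from them. In 100 simulations unchanged libraries gave 0 calls, so their shared count of 0 does not measure that part. With a different control for each knockout, the counts of shared genes, higher were 89 and 86 and those of shared genes, lower 120 and 112. Each knockout then had to differ from 1 control only, which is a looser rule. These counts are therefore not directly comparable with 82 and 113. Shared higher genes included *Dll1*, *Mesp2*, *Lhx1* and *Tdgf1* (299, 268, 961 and 1254 CPM), and shared lower genes included *Gata1*, *Gfi1b*, *Hoxb5* and *Pecam1* (13.6, 18.5, 1.52 and 1.94 CPM). Opposite directions were seen for 7 genes. *Etv2*, *Exoc3l* (74.3, 66.3, 1.62 and 195 CPM), *Mmp9* (23.0, 23.6, 4.19 and 74.3 CPM) and *Lratd2* (10.6, 9.87, 3.68 and 30.7 CPM) were lower in Etv2 KO and higher in the library labelled Smad1 KO. *Wnt6* (12.2, 13.0 and 26.1 CPM in the controls and Etv2 KO, log2 ratio −3.70 in the library labelled Smad1 KO), *Grik3* (12.1, 12.1, 29.6 and 4.22 CPM) and *Gjb2* (12.6, 13.5, 40.5 and 5.42 CPM) had the reverse pattern. The names of these genes outside the fixed rule were taken after their values were seen. Compared directly, 197 of 9152 genes were higher and 158 lower by 2-fold in Etv2 KO than in the library labelled Smad1 KO.

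**Figure D3:**
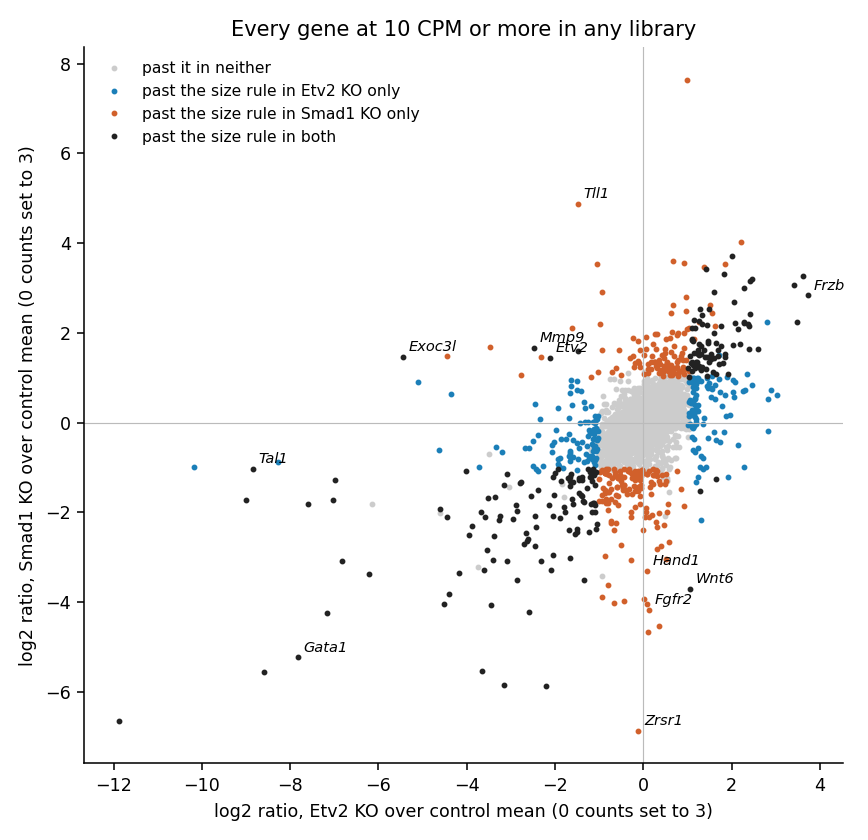
Each point is a gene at 10 CPM or more in any library, with its log2 ratio to the control mean in Etv2 KO on the horizontal axis and in Smad1 KO on the vertical axis. Colours mark which library it passed the size rule in, and genes with 0 counts are drawn at a floor of 3 counts. *Tal1* lies at −8.85 and −1.04, *Zrsr1* at −0.11 and −6.87, and *Etv2* at −2.11 and 1.44.

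Cells of all libraries were clustered together to ask which mesodermal states each genotype held. Cells of endothelial-like and of primitive erythroid and early haematopoietic-like clusters made up 21.3% and 17.9% of Ctrl 1 and 19.9% and 19.3% of Ctrl 2. In Etv2 KO 2 of 7946 cells were endothelial-like (0.0252%) and 0 were erythroid-like, which allows a share of up to 0.0378% at 3 cells (upper bound of the exact interval 0.0464%). In the library labelled Smad1 KO the shares were 1.56% (interval 1.31 to 1.84) and 0.0916% (0.0396 to 0.180). Cells of the lateral plate and extra-embryonic mesoderm-like class made up 25.02%, 25.3%, 14.5% and 0.172%. This class was cluster 0, with 8 of 14 markers of its list at 2-fold but 0 among its 10 leading genes, which included *Snai2*, *Tdo2* and *Col1a1*. Paraxial mesoderm-like cells made up 4.43%, 3.25%, 26.8% and 33.1%, of which most Smad1 KO cells lay in cluster 6 (95.4% from that library) and most Etv2 KO cells in cluster 7 (74.4% from Etv2 KO). Cluster 7 also had 9 of 12 primitive streak and early mesoderm markers at 2-fold, beside 8 of 10 paraxial ones, with *Mesp1* and *Mesp2* among its leading genes. Cluster 6 had 4 of 12 and 8 of 10. Pluripotency-like cells made up 1.23%, 1.30%, 1.36% and 4.01%, in cluster 9, which had 8 of 9 pluripotency markers at 2-fold but also 4 of 6 endoderm and 3 of 3 primordial germ cell markers. Cluster 1, which stayed unnamed, held 59.8% of Smad1 KO cells and 0.366%, 0.367% and 0.0126% of the others, and cluster 4, also unnamed, held 47.9% of Etv2 KO cells and 1.53%, 1.04% and 0.0458% of the others. Such clusters may be the library rather than a cell type. The 10 leading genes of cluster 1 included *Tll1*, *Exoc3l*, *Mmp9* and *Lax1*. These also led the *Etv2*-rich cluster of the controls alone described below, while *Pilrb2*, *Pilra*, *Optc*, *Nuak2*, *Col14a1* and *Gpc4* did not. *Etv2* stood at 720 CPM in the Smad1 KO cells of cluster 1. Unnamed cluster 2 held 24.2%, 20.4%, 9.30% and 0.790%. Cluster 8 was kept out of the erythroid-like class for its doublet score (median 0.202 at a median of 33470 UMIs) and held 4.02%, 9.16%, 0% and 0.126% of the libraries, and cluster 10 held 30 cells.

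The clusters were built in part on the genes that differed, since 494 of the 2000 variable genes had passed the size rule. Clustered without the 654 genes past it, endothelial-like cells made up 17.95%, 18.8%, 0% and 2.76%, erythroid-like cells 14.6%, 14.5%, 0% and 0.996%, lateral plate-like cells 24.5%, 25.3%, 8.36% and 0.401%, and paraxial mesoderm-like cells 11.9%, 9.76%, 38.5% and 2.71%. The paraxial share of the library labelled Smad1 KO then lay below both controls. Over the 10 other cluster settings the lateral plate-like share of Etv2 KO ranged from 4.53% to 25.3%, the latter in clusters of the controls alone, where the controls stood at 25.7% and 25.5%. Its paraxial share reached 52.3%, and without cells called doublets the percent of cells paraxial mesoderm-like in Smad1KO, the library labelled Smad1 KO, was 1.25, below both controls. When cells were assigned to clusters of the controls alone, endothelial-like clusters took 20.1% and 18.5% of control cells, 1.11% of Etv2 KO cells and 31.6% of Smad1 KO cells. That Smad1 KO share lay above both controls because 27.8% of Smad1 KO cells fell in the control cluster with the most *Etv2* (747 CPM), against 10.5% and 8.88% of control cells. This cluster was led by *Lax1*, *Tll1* and *Etv2*, had 0 genes of the endothelial list among its 10 leading genes and took its name from the joint clusters. In the other such cluster, led by *Ctla2a*, *Tie1*, *Tek* and *Cdh5* among others, Smad1 KO held 3.85%, below the 9.54% and 9.61% of the controls.

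**Figure D4:**
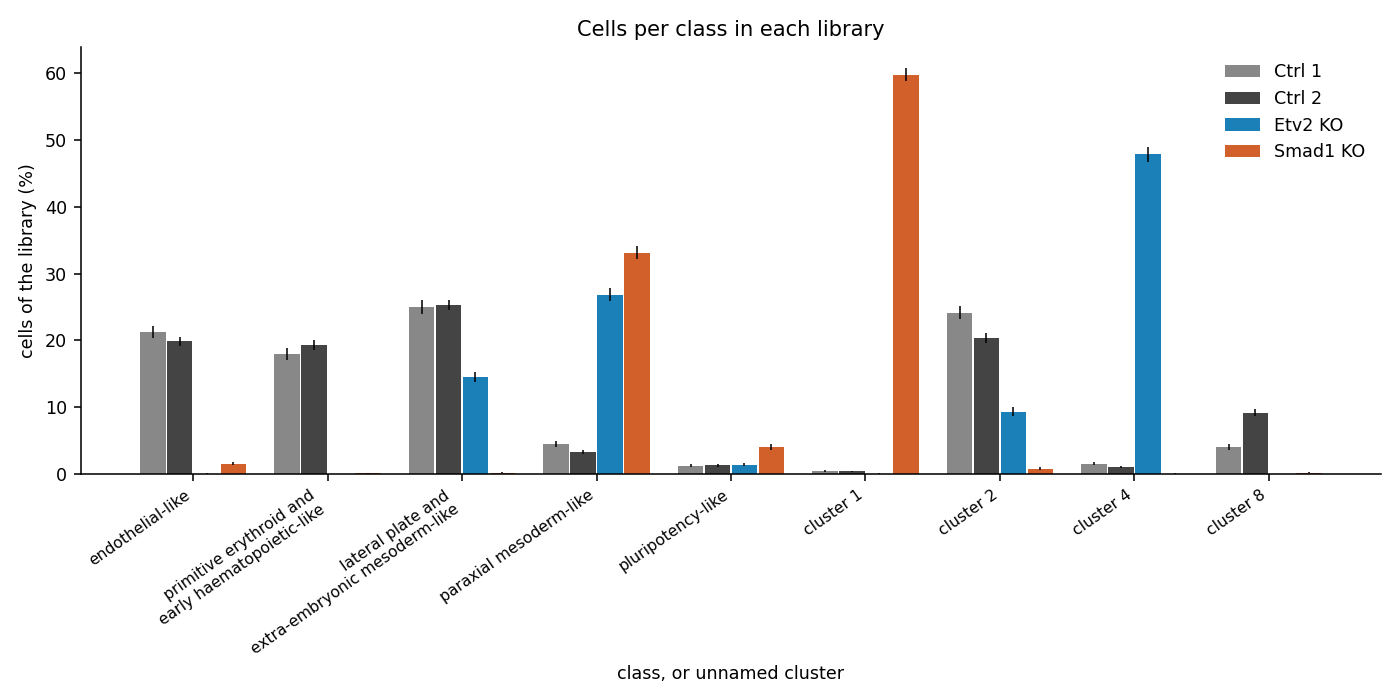
Share of each library's cells (percent) in each named class and in the larger unnamed clusters, with bars for the 4 libraries and 95% binomial intervals that cover counting error only. Endothelial-like cells made up 21.3% and 19.9% of the controls, 0.0252% of Etv2 KO and 1.56% of Smad1 KO.

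Within the clusters that held at least 50 cells of Smad1 KO and of each control, *Smad7* was lower in the library labelled Smad1 KO than in each control. In endothelial-like cells it stood at 155 and 154 CPM in the controls and 62.7 CPM in Smad1 KO, in paraxial cluster 7 at 85.1, 90.7, 84.0 and 23.5 CPM, and in pluripotency-like cells at 117, 139.5, 133.5 and 41.3 CPM. The 136 endothelial-like Smad1 KO cells also differed from the controls in *Cdh5* (37.5, 52.4 and 140 CPM) and *Hand1* (337, 362 and 15.7 CPM). *Lmo2* (718, 687 and 713 CPM) and *Runx1* (64.0, 58.6 and 59.0 CPM) were similar there. *Tal1* was not lower (460, 429 and 535 CPM), whereas *Gata2* was (171, 160 and 130 CPM). The library-wide gaps of *Cdh5*, *Runx1* and *Tal1* were thus not seen within this class. Whether the *Smad7* gap in this class follows from a different mix of cells was not tested. In unnamed cluster 2 *Smad7* stood at 159, 163, 158 and 84.5 CPM, and in cluster 6, which held 79 cells of Ctrl 2, the gap was smaller (58.5 CPM from 89 counts in Ctrl 2 and 48.3 CPM in Smad1 KO). *Id1* in endothelial-like cells stood at 264 and 265 CPM in the controls and at 341 CPM in Smad1 KO. It was lower than in the controls in pluripotency-like cells (426, 423 and 218.5 CPM) and in cluster 7 (259, 278 and 223 CPM), higher in cluster 6 (293 CPM against 224 CPM in the 79 cells of Ctrl 2), and lay between the controls in cluster 2 (174.5, 197 and 189.5 CPM).

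Shares of cells with a UMI were compared after each cell was thinned to 5000 UMIs, which left out 0 cells. *Tal1* was seen in 36.9%, 41.6%, 0.227% and 21.7% of cells (49.6%, 57.8%, 0.818% and 34.6% without thinning). In paraxial mesoderm-like cells, which should lack it, *Tal1* was seen in 2.75% and 3.43% of control cells, also thinned (medians of 17450 and 17680 UMIs before thinning), and in 0.0938% of those of Etv2 KO (2 of 2133, interval 0.0114 to 0.338, median of 20870 UMIs before thinning). The share of the whole Etv2 KO library lay within this interval and is not read as expression. The share in lateral plate-like cells of Etv2 KO lay above it (0.607%, 7 of 1153), with an overlapping interval of 0.244 to 1.25. *Etv2* was seen in 37.3%, 36.7%, 16.6% and 65.0% of cells (64.9%, 66.2%, 46.5% and 86.0% without thinning), and in 10.99%, 23.3%, 8.33% and 36.0% of pluripotency-like cells, whose medians before thinning were 16500, 19840, 23340 and 21000 UMIs. *Mesp1* was seen in 21.1%, 20.4%, 66.6% and 40.4% of cells (32.6%, 33.9%, 81.5% and 63.0% without thinning) and in 0.831% and 1.44% of erythroid-like control cells (medians of 19100 and 18870 UMIs before thinning). *Kdr*, the sorted marker, was seen in 74.9%, 74.4%, 73.5% and 80.0% of cells (95.1%, 95.6%, 96.2% and 96.2% without thinning) and in 16.5%, 30.1%, 26.9% and 33.7% of pluripotency-like cells. *Kdr* without *Pdgfra*, the transcript pattern of haemato-endothelial mesoderm, was seen in 58.4%, 58.5%, 44.4% and 49.3% of cells (48.3%, 48.6%, 20.1% and 25.1% without thinning). Cells with 0 *Pdgfra* UMIs depend on depth. At 2000 UMIs the percent of cells with a UMI, Kdr without Pdgfra in Smad1KO, was 43.4 and lay above both controls. The order between this library and the controls in this pattern thus changed with depth. *Pdgfra* itself was seen in 22.4%, 22.1%, 39.8% and 39.2% of cells. Without thinning these shares were 48.8%, 48.8%, 78.6% and 72.6%, so both knockouts lay above the controls at these depths.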

Values the study reported

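The study retrieved 69,174 cells after quality control over all its genotypes, of which 17,725 were Ctrl cells, 7172 were *Etv2* KO cells and 8018 were *Smad1* KO cells. It gave a median of 6054 detected features per cell.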

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

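The settings that left out the 6% of cells with the highest doublet scores, or clustered without the genes past the size rule, were chosen after seeing the data, and the others were planned. No called log2 ratio or list median reversed, but 3 shares of cells and 1 share of cells with a UMI moved from one side of both controls to the other. These were, for Smad1 KO, paraxial mesoderm-like cells without the size-rule genes and without Scrublet calls (below), endothelial-like cells in clusters of the controls (31.6%, from 1.56%, of which 27.8% lay in a cluster with 0 endothelial list genes among its leading 10, while the cluster led by endothelial genes held 3.85%, below both controls), and the percent of cells with a UMI, Kdr without Pdgfra in Smad1KO, at 2000 UMIs (43.4, from 49.3). Of 50 counts of genes under alternatives 38 stayed within 1.5 times, and of 2520 log2 ratios of named genes 54 moved by more than the spread. Steps over 0.5 were seen for 4, the log2 ratio of Erg in Etv2 KO (−9.89 without the top 6%), *Cdh5* in Etv2 KO with a mean over cells, and *Myl9* in both knockouts without control 2. Of 560 list medians 209 moved, 5 of them by over 0.5, the most for endoderm in Smad1 KO, whose uncalled median turned from −0.33 to 1.15 at a floor of 1 CPM (median log2 ratio, definitive and visceral endoderm in Smad1 KO). No paired analysis was possible because each knockout had 1 library. Without either control, 193 to 205 genes were higher and 204 to 236 lower in Etv2 KO, and 213 to 218 higher and 260 to 293 lower in Smad1 KO. edgeR's quasi-likelihood test was run with a spread from the controls alone. Its counts of genes are left out, because 1 library per knockout has no spread of its own. The cause of the shifts in shares was not tested.

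Counts followed the floor and fold by construction, since fewer or more genes entered. For genes higher in Etv2 KO, genes lower in Etv2 KO, genes higher in Smad1 KO and genes lower in Smad1 KO, in this order, a CPM floor of 1 gave 483, 428, 413 and 544, a floor of 50 gave 58, 75, 85 and 94, and a fold of 4 against each control gave 31, 77, 49 and 76, fewer than by 4-fold against the control mean. Shared genes at a floor of 1 numbered 185 higher and 231 lower.

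The share of endothelial-like or erythroid-like cells in Etv2 KO (0.0252%) was 0.101% at resolution 1.0 and without the cell cycle lists, 0% with 15 PCs, without the size-rule genes and with all barcodes, 1.11% in clusters of the controls alone and 0.136% without the top 6%. In Smad1 KO (1.65%) it was 3.45% with 15 PCs, 1.39% without the cell cycle lists, 3.76% without the size-rule genes, 32.1% in clusters of the controls and 1.33% without cells called by Scrublet. All barcodes gave no endothelial cluster.

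The percent of cells lateral plate and extra-embryonic mesoderm-like in Etv2KO (14.5) was 18.6% and 7.89% at resolutions 0.3 and 1.0, 13.2% with 15 PCs, 8.31% with 4000 variable genes, 5.65% without the cell cycle lists, 8.36% without the size-rule genes, 25.3% in clusters of the controls, 4.53% without Scrublet calls, 10.3% without the top 6% and 7.30% with all barcodes. In Smad1 KO (0.172%) it was 0.905% at resolution 0.3, 0.401% without the size-rule genes and 0.722% in clusters of the controls.

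The percent of cells paraxial mesoderm-like in Etv2KO (26.8) was 29.8% at resolution 1.0, 52.3% with 15 PCs, 46.7% with 4000 variable genes, 30.8% without the cell cycle lists, 38.5% without the size-rule genes, 43.7% without Scrublet calls, 46.7% without the top 6% and 44.5% with all barcodes. The percent of cells paraxial mesoderm-like in Smad1KO (33.1) was 38.2% with 4000 variable genes, 2.71% without the size-rule genes, 1.25% without Scrublet calls, 35.1% without the top 6% and 30.7% with all barcodes. No paraxial cluster was named at resolution 0.3 or in clusters of the controls, and values within primitive mesoderm-like cells were not run.

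Depth set the share of cells with a UMI. *Etv2* was seen in 7.61% of Etv2 KO cells at 2000 UMIs and 46.5% unthinned, and in 46.2% and 86.0% of Smad1 KO cells. *Tal1* was seen in 13.1% and 34.6% of Smad1 KO cells.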

Other observations

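All tests of explanations in this part were chosen only after the results were seen. Smooth muscle genes had median log2 ratios of 0.38 in Etv2 KO (1 of 6 higher, *Cnn1* at 5.23, 4.90, 15.9 and 3.90 CPM in Ctrl 1, Ctrl 2, Etv2 KO and Smad1 KO) and −0.43 in Smad1 KO (0 of 6 past the size rule). Endoderm genes had medians of 0.17 (1 of 4 lower) and −0.33 (1 higher, 2 lower), with *Krt18* at 418, 429, 442 and 106 CPM, and the Smad1 KO median was 1.15 at a floor of 1 CPM. SMAD family genes had medians of −0.03 (0 of 7 past the rule) and 0.02 (2 lower, *Smad6* and *Smad7*), and *Smad5*, a close relative of *Smad1*, stood at 56.4, 54.1, 73.1 and 88.2 CPM. Factors that scored in the study's screen had medians of 0.03 (1 of 13 higher, 1 lower) and 0.02 (2 higher, 1 lower). Fibroblast genes had medians of −0.18 (1 of 5 lower) and −1.12 (2 lower), with *Col1a1* at 135, 135, 111 and 16.1 CPM.

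Among lists of cell quality, S phase genes had medians of −0.03 and −0.03 (0 of 16 past the rule in either), G2 and M phase genes −0.14 and −0.05 (0 of 15), p53 targets −0.25 (0 of 10) and 0.02 (1 higher, *Pmaip1*), metallothioneins −0.10 and −0.60 (0 of 3) and mitochondrial transcripts −0.07 and −0.20 (0 of 13). The immediate early and heat shock list in Etv2 KO had a median of 0.07 (1 of 11 lower, *Atf3* at 34.1, 36.9, 11.4 and 62.7 CPM). Primordial germ cell genes (2 measured) and macrophage genes (1 measured, *Cd68* at 13.5, 16.4, 16.4 and 14.7 CPM) were too few for a median. The lists the study named for its clusters were chosen on these samples and are not independent evidence. Their medians were 0.92 (5 of 11 higher) and 0.84 (4 higher, 4 lower) for mesoderm, −2.65 (8 of 10 lower) and −2.10 (7 lower, 1 higher) for haemato-endothelium, and 0.81 (6 of 14 higher, 2 lower) and 1.96 (10 higher) for the Smad1 KO clusters.

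*Etv2* was higher in the library labelled Smad1 KO (206, 185 and 530 CPM in Ctrl 1, Ctrl 2 and Smad1 KO). A candidate explanation is a larger share of cells in the *Etv2*-rich state of the controls. Control cells of matched state predicted 59.2% of the observed level by control cluster, 92.3% by nearest control cells and 69.8% by nearest control cells without the size-rule genes. Within the joint clusters *Etv2* went both ways, given here for Ctrl 1, Ctrl 2 and Smad1 KO. Smad1 KO was lower in clusters 3 (481, 432 and 309 CPM), 7 (136, 121 and 50.4 CPM) and 2 (148, 141 and 118 CPM). These held only 136, 101 and 69 of the 8732 Smad1 KO cells. Smad1 KO was higher in cluster 9 (78.7, 111 and 262 CPM) and in cluster 6 (226 CPM, against 89.3 CPM in Ctrl 2). These held 350 and 2792 Smad1 KO cells. Cluster 1 held 5225 Smad1 KO cells, at 720 CPM, but only 27 and 46 control cells, so no control level is given. After thinning, 64.7%, 62.1% and 62.5% of endothelial-like cells had an *Etv2* UMI. The shares were 36.4%, 29.2% and 44.7% in paraxial mesoderm-like cells and 10.99%, 23.3% and 36.0% in pluripotency-like cells. In cluster 2 they were 32.2%, 31.9% and 34.8%. More cells in the *Etv2*-rich state and more *Etv2* per cell cannot be told apart, since the answer depended on how state was matched. An effect of the knockout stays open.

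Cluster 6, of which 95.4% of cells came from the library labelled Smad1 KO, was led by *Foxc1*, *Foxc2*, *Nnat* and *Dll1*. *Sox2* stood at 4.81 CPM in its Smad1 KO cells, against 9.33 CPM in cells of all other clusters. In Smad1 KO cells it stood at 5.53 CPM in cluster 1 and at 116.5 CPM in cluster 9. Among neuroectoderm genes, *Otx2* (232 and 63.8 CPM in the Smad1 KO cells of cluster 6 and in cells of all other clusters), *Nnat* (134.5 and 22.0 CPM) and *Pax6* (4.21 and 1.205 CPM) were higher, *Nes* was lower (16.9 and 29.9 CPM), and *Sox1* (0.304 and 0.528 CPM), *Sox3* (0.656 and 0.635 CPM), *Zic1* (0.640 and 0.924 CPM) and *Neurog2* (0.0480 and 0.0427 CPM) stayed under 1 CPM. *Otx2* was as high in the 79 Ctrl 2 cells of the cluster (232.5 CPM) and stood at 204 and 209 CPM in control cells of cluster 7. *Nnat* was lower in these control cells, at 38.1 CPM in cluster 6 and at 17.3 and 15.9 CPM in cluster 7. The count of paraxial mesoderm markers gave the cluster its name and is no separate test. In the Smad1 KO cells of cluster 6 the early mesoderm genes *Mesp1* and *Mesp2* stood at 365 and 45.1 CPM. After thinning, *Mesp1* was seen in 73.4% of Smad1 KO cells of the paraxial mesoderm-like class. Neuroectoderm genes went both ways, so these values leave open whether cluster 6 holds neuroectoderm. No cluster took that name. Unnamed cluster 10 (30 cells) had 4 of 8 neuroectoderm markers at 2-fold, *Sox2* among them, but also 4 of 9 pluripotency markers. *Sox1* and *Sox3* were higher in cluster 9 (6.95 and 8.03 CPM). After thinning, *Sox1* was seen in 27 of 350 Smad1 KO pluripotency-like cells (7.71%). In that class it was seen in 1 of 91 and 0 of 163 control cells and 0 of 108 Etv2 KO cells. Whether those Smad1 KO cells are neuroectoderm was not tested, so the name pluripotency-like may not hold for all of them.

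*Zrsr1* was nearly absent from the library labelled Smad1 KO (24 counts, 0.118 CPM, against 13.8 and 13.7 CPM in the controls and 12.8 CPM in Etv2 KO). A different mix of cell states is argued against by its level within the clusters shared with the controls. The highest upper bound of *Zrsr1* there was 19.3% of the control level. It came from cluster 2, where 0 counts were bounded at the floor of 3 counts and not by an exact interval. RefSeq on GRCm38.p6 places *Zrsr1* within *Commd1*, and a wide loss of the locus is argued against, since *Commd1* lay at 1.06 times the control mean. A change at *Zrsr1* in this line and a failure of its probes in this library cannot be told apart with 1 library. *Zrsr1* was the only gene of 9132 at 5 CPM or more in all 6 shared clusters that was lower by 8-fold or more in each, and *Tal1* the only such gene of 9363 over 5 clusters in Etv2 KO.

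Counts of 4 Y-linked genes, chosen after their values were seen, numbered 4, 5, 306 and 24 UMIs. In Etv2 KO 54 cells (0.680%) held 2 or more of them, against 5.74 for a Poisson spread. The excess was not confined to Etv2 KO. In Smad1 KO 5 cells held 2 or more, against 0.0328, and in each control 1 cell did, against 8.8e-04 in Ctrl 1.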
